A study of Mus musculus with 32 samples. Its data were reported in "RADICL-seq identifies general and cell type–specific principles of genome-wide RNA-chromatin interactions" (2020).

How the data were processed

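RADICL-seq ligates RNA to nearby DNA inside crosslinked nuclei through a bridge adapter, so that each sequenced molecule carries an RNA tag and a DNA tag. The data come from 2 mouse lines, R08 embryonic stem cells (mESC) and Oli-neu oligodendrocyte progenitor cells (mOPC). Each library has an RNA entry and a DNA entry in the repository, and 1 library of the mESC NPM group has a second sequencing run. The 32 samples therefore stand for 15 libraries, and the library was the replicate. The 6 groups were mESC 1FA (cells fixed with 1% formaldehyde, 3 libraries), mESC 2FA (2% formaldehyde, 3 libraries), mESC ActD4 (actinomycin D, which blocks transcription, at 5 µg per ml for 4 hours before fixation, 2 libraries), mESC NPM (2 libraries), mOPC 1FA (3 libraries) and mOPC NPM (2 libraries). In the NPM libraries (non-protein-mediated) proteins were digested and crosslinks reversed before the RNA was ligated.

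The authors extracted the tags, removed ribosomal RNA and PCR duplicates, aligned RNA and DNA tags separately to mm10 with BWA, kept tags of mapping quality 37, assigned RNA tags to GENCODE M14 genes by strand and binned the DNA in 25-kb bins. For each pair of a transcript and a bin they computed a p-value from a one-sided binomial test, adjusted it by the Benjamini-Hochberg method and kept pairs with an adjusted p under 0.05 outside blacklisted regions. The deposited files hold 1 line per interaction of a listed pair in 32 columns without a header, and carry the deposited p-values and adjusted p-values of the pair. The p-value of a pair was identical across the replicate files of a condition for at least 99.9995% of pairs, so significance had been called on the pooled replicates. The replicates of a group thus share 1 list of pairs, and the spread between them understates the spread of independently called libraries. Pairs below the threshold are not listed, so the total of a file is the number of significant interactions and not the sequencing depth, and a transcript listed at 0 in a group may still have been captured there. No limit for a listed 0 can be given. Whether the files were made before or after the removal of blacklisted regions was not tested directly. After that removal the paper reports a far lower share of mESC NPM interactions between different chromosomes than the 4.24% found here. Its value lies nearer the 0.827% left without the ribosomal RNA gene bin treated in the closing section. The files thus appear to precede the removal.

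Lines were merged to 1 interaction where a further line only gave a second repeat or gene overlap, and exact copies of an interaction were counted once. Gene symbols and positions come from GENCODE M21, the release at hand for the same genome build, and 99.8% of the Ensembl gene identifiers were matched. A further 242 transcripts are labelled NAST in the files and have no Ensembl identifier. They were counted in the numbers of interactions and transcripts but left out of the correlations between libraries. An interaction was trans when its tags lay on different chromosomes and cis otherwise. The cis distance was taken between tag centres. For each library the share of interactions that were trans, within 1 kb, or in cis beyond 1 Mb was computed, and the share of long noncoding RNA by the biotype given in the files. Group means of shares were compared by an exact permutation test over all splits of the libraries, two-sided, and the p-values of each family were adjusted by the Benjamini-Hochberg method. Comparisons of NPM with 1FA over both cell types, and of the cell types over both conditions, permuted the libraries within each cell type or condition. For the difference in NPM effect on a share, cell type labels were permuted within each condition. That null is no difference between the cell types in either condition, so its p does not test equal NPM effects alone.

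The files hold no column of counts, so interactions were counted per transcript and library. The planned edgeR quasi-likelihood test and its DESeq2 alternative could have used these counts but were not run. Transcripts were filtered by a count minimum of 10 and a total minimum of 15. Counts were scaled by TMM factors computed for this purpose. They were converted to log2 CPM (counts relative to the scaled library total) with a prior count of 0.5. Group differences were fitted with limma 3.58.1 (moderated test with an intensity trend, two-sided) under R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method over all transcripts tested. A transcript was called at an adjusted p under 0.05. On simulated counts with 200 transcripts changed by a log2 fold change of 2, 91.5% to 100% of them were recovered over the 6 fits. Of the calls, 4.31% to 12.6% were false, somewhat above the nominal level in some fits. Recovery of smaller changes was not tested. The changed transcripts were drawn from the better captured ones. All counts were drawn with 1 dispersion, the other transcripts were left unchanged and no threshold on pairs was applied. In most comparisons of the data far more transcripts were called, so these rates may not carry over. The fit of the difference in NPM effect between the cell types used the libraries of the 4 groups concerned.

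Pearson correlations between libraries were taken over the counts of transcript and 25-kb bin pairs listed in both libraries. Fgfr2 contacts were measured as the share of 25-kb bins of chromosome 7 with at least 1 interaction. Neat1 RNA tags were split at 4 kb from the 5' end. Shared trans pairs were counted as pairs listed in both cell types over pairs listed in either. Promoter signal was the mean over 30 mESC marker genes, minus the mean over 38 mOPC marker genes, of the log2 CPM of interactions with a DNA tag within 2 kb of the start site (1 interaction added). The marker lists are those the study used. Binding profiles were compared by Jaccard distance over 5-kb bins for transcripts with at least 100 interactions in every library. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9.

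The comparisons, the tests, the alternatives and the transcripts to be named were fixed before the data were examined. The named transcripts are a list of 13 (Malat1, Neat1, Fgfr2, Pvt1, Gm22973, Snord118, Meg3, Kcnq1ot1, Rn7sk, Rmrp, mt-Rnr1, Wwox and Jarid2), which the study discusses on these libraries. To these were added, for each comparison, the 3 largest rises and the 3 largest falls in log2 fold change among called transcripts with a mean of at least 100 interactions per library and groups that do not overlap. The alternatives covered a stricter threshold on the adjusted p (0.001), other scaling and filtering, limma voom, other bin sizes and windows, thinning to equal numbers of interactions, removal of the 10 most captured transcripts or of contacts with the RNA's own gene, pairs counted once per library, and each library left out in turn. Chosen after seeing the data were counting exact copies, keeping only transcripts listed in every library, equalising pooled numbers of listed interactions with a minimum per pair (at least 5, and later at least 20), leaving Malat1 or Malat1 and Gm22973 out of the shares, leaving out the ribosomal RNA gene bin, restricting profiles to bins of pairs listed in both cell types, correlating only differently numbered libraries of mESC 1FA and mESC 2FA, and restricting Fgfr2 to its RefSeq span.

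Replicate numbers are shared between groups. Deviations from the group means, compared over 3025 transcripts, correlated between mESC 1FA and mESC 2FA libraries of the same number at 0.463, 0.452 and 0.619. The numbers therefore pair these libraries, although the labels do not say what the pairs share. No other comparison met the criterion for a pairing.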

Results

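The data are significant RNA–DNA interactions from 15 RADICL-seq libraries in 6 groups of 2 or 3 libraries. Values below are means ± SD over libraries. The number of significant interactions per library was 2667971, 2441619 and 2832717 in mESC 1FA, and 2243265, 2035499 and 2515347 in mESC 2FA. It was 2210765, 2107741 and 1998951 in mOPC 1FA, and 1272653 and 1190366 in mOPC NPM. The smallest libraries were those of mESC NPM, with 434610 and 608994 interactions, and of mESC ActD4, with 418781 and 251802. Pooled over replicates, mESC 1FA held 7942307 interactions in 289234 pairs of a transcript and a 25-kb bin, from 14248 transcripts. The pooled numbers of the other groups were 6794111 (mESC 2FA), 670583 (mESC ActD4), 1043604 (mESC NPM), 6317457 (mOPC 1FA) and 2463019 (mOPC NPM). Sequencing depth was not used here.

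Replicates were compared first, since every later comparison rests on their spread. Over pairs of a transcript and a bin listed in both libraries, Pearson's r averaged 0.921 within groups and 0.485 between groups. The difference of 0.436 had a permutation p of 1e-05 (one-sided, 15 libraries), the smallest that 100000 resamples can give. These correlations run across pairs of transcripts and bins, which are not independent replicates. The alternative that moved the difference most was Spearman's rho, which gave 0.1498 (one-sided permutation p = 0.00151). Of the 15 pairs of groups, 14 had a lower mean r between than within groups at the smallest p their splits allow, which after Benjamini-Hochberg adjustment over the 15 ran from 0.136 to 0.357. The exception was mESC 1FA against mESC 2FA, where r averaged 0.932 between the groups, 0.932 within mESC 1FA and 0.924 within mESC 2FA (exact one-sided p = 0.8). Replicate numbers pair these libraries, and over differently numbered libraries alone r averaged 0.927 between and 0.928 within the groups (exact one-sided p = 0.5 over 8 swaps within pairs, smallest 0.25). The mean r was 0.410 between mESC 1FA and mOPC 1FA, 0.770 between mESC 1FA and mESC ActD4, and 0.691 between the NPM groups of the cell types.

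**Figure D1:**
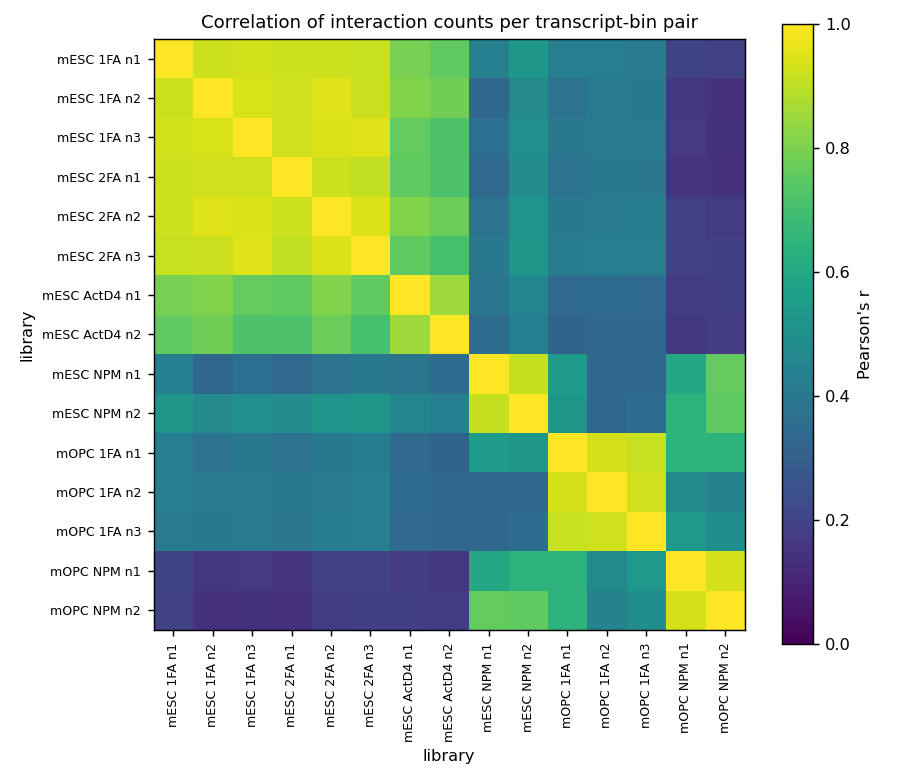
Pearson's r between each pair of the 15 libraries, over counts of transcript and 25-kb bin pairs listed in both, as a matrix ordered by group with r as colour. The mESC 1FA and mESC 2FA libraries form 1 block, with a mean r of 0.932 between the groups, and mESC 1FA and mOPC 1FA libraries had a mean r of 0.410.

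The cell types were compared in their 1FA libraries to ask how far RNAs contact chromosomes other than their own. The trans share of interactions was 5.89% ± 0.727 in mESC 1FA (n = 3) and 12.4% ± 1.03 in mOPC 1FA (n = 3). The difference of 6.52 percentage points exceeded the spread, with every mOPC library above every mESC library. Its exact permutation p was 0.1 (two-sided), the smallest that 3 libraries against 3 allow. The share depended on Malat1, a nuclear long noncoding RNA (ENSMUSG00000092341.2, mm10 chromosome 19, 5795690 to 5802672, minus strand). Malat1 made up 93.1% ± 1.41 of trans interactions in mOPC 1FA and 29.2% ± 11.5 in mESC 1FA. Without Malat1 the trans share was 0.965% ± 0.102 in mOPC 1FA and 4.27% ± 1.03 in mESC 1FA, so that the direction turned (difference −3.31 points, exact p = 0.1). That turn rested on 1 other transcript, Gm22973, which made up 3.78% ± 0.942 of mESC 1FA interactions, 97.7% of them in trans, and was listed at 0 in mOPC. Without both the shares were 0.965% ± 0.102 in mOPC 1FA and 0.540% ± 0.179 in mESC 1FA (difference 0.426 points, exact p = 0.1). The alternative that brought the difference closest to 0 was removal of the 10 most captured transcripts, Malat1 among them, which left 0.0980 points (exact p = 0.4).

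The amount of fixative, the block of transcription and the removal of protein were each compared with mESC 1FA. In mESC 2FA the trans share was 5.13% ± 0.561 (n = 3), a difference of −0.768 points with libraries that overlap (exact p = 0.3). Within the pairs of replicate number, the share fell in 3 of 3 (−0.768 ± 0.336), at a paired exact p of 0.25, the smallest that 3 pairs allow. With 1 library left out the difference ran from −1.05 to −0.349 (−0.349 without mESC 1FA replicate 2, −0.489 without mESC 2FA replicate 3). In mESC ActD4 it was 8.67% ± 0.400 (n = 2), higher by 2.78 points (exact p = 0.2, the smallest that 3 against 2 allow). In mESC NPM it was 4.24% ± 0.891 (n = 2), a difference of −1.65 points (exact p = 0.2, the smallest). It was −1.02 points without mESC NPM replicate 1 and −4.71 points without the ribosomal RNA gene bin treated in the closing section. Without that bin the trans share was 0.827% ± 0.420 in mESC NPM and 5.54% ± 0.631 in mESC 1FA. The study lists a lower trans share for mESC NPM than the 4.24% found here with the bin. In mOPC NPM it was 5.10% ± 1.65 (n = 2), a difference of −7.31 points from mOPC 1FA (exact p = 0.2, the smallest). Permuted within both cell types together, NPM differed from 1FA by −4.48 points (exact two-sided p = 0.02, the smallest the design allows). The fall depended on which contacts were counted. Without Malat1 the difference was 0.479 points (exact p = 0.34), without Malat1 and Gm22973 it was 2.33 points (exact p = 0.02), and with each pair counted once per library NPM was higher by 2.81 points. Without the ribosomal RNA gene bin the difference was −6.07 points (exact p = 0.02). With equal pooled numbers of listed interactions it was −5.97 points (exact p = 0.06) for pairs of at least 5 and −0.159 points (exact p = 0.82) for pairs of at least 20. The NPM effect on the trans share differed by 5.66 points between the cell types, which was not past 0.05 (exact two-sided p = 0.0833, where the smallest the design allows is 0.0167). Cell type labels were permuted within each condition, so the difference between the cell types in 1FA enters this p. It does not test equal NPM effects alone. Without Malat1 the difference in NPM effect was −1.32 points (exact p = 0.583), and without the ribosomal RNA gene bin 2.73 points (exact p = 0.467). At equal pooled numbers with pairs of at least 5 it was 10.1 points (exact p = 0.0833). With Malat1, Benjamini-Hochberg adjustment over the 2 effect differences tested (trans and within 1 kb) gave an exact p of 0.167.

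**Figure D2:**
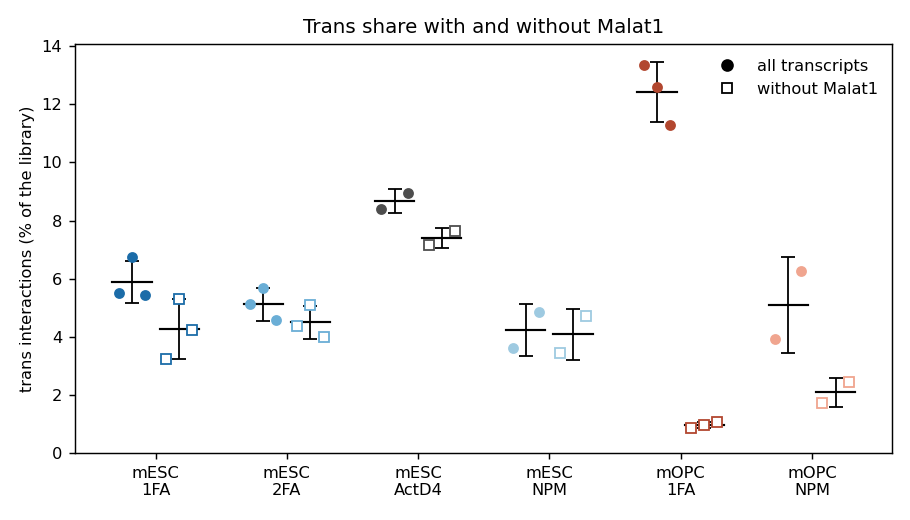
Trans share of significant interactions per library and group, in percent, with all transcripts and without Malat1. Points are libraries, horizontal lines group means and error bars SD: mOPC 1FA falls from 12.4% to 0.965% without Malat1, and mESC 1FA from 5.89% to 4.27%.

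NPM and 1FA libraries were also compared by distance, since the NPM libraries keep contacts that need no protein. The share of interactions within 1 kb was 4.54% ± 0.884 in mESC 1FA and 85.3% ± 1.24 in mESC NPM, a difference of 80.7 points. It was 5.27% ± 1.64 in mOPC 1FA and 87.2% ± 0.994 in mOPC NPM, a difference of 81.9 points. Each exceeded the spread, at an exact p of 0.2, the smallest for 3 libraries against 2. Over both cell types the difference was 81.3 points (exact two-sided p = 0.02, the smallest the design allows). The alternative that moved this most, without contacts of an RNA with its own gene, left 5.60 points (exact p = 0.02). The NPM effect on this share differed by −1.20 points between the cell types (exact p = 0.55). This p comes from the same permutation of cell type labels and does not test equal NPM effects alone. Contacts of an RNA with its own gene made up 31.2% ± 1.18 of interactions in mESC 1FA, 95.2% ± 0.857 in mESC NPM and 94.2% ± 1.76 in mOPC NPM.

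Actinomycin D was compared with untreated cells to ask how distant contacts depend on ongoing transcription. The share of cis interactions beyond 1 Mb was 11.03% ± 0.518 of all interactions in mESC 1FA and 1.76% ± 0.0135 in mESC ActD4, a difference of −9.28 points (exact two-sided p = 0.2, the smallest). Between 1 and 10 Mb the shares were 9.17% ± 0.488 and 1.27% ± 0.0236, and beyond 10 Mb 1.87% ± 0.0459 and 0.484% ± 0.0371. The difference depended on how many interactions a pair needs. With the groups thinned to equal pooled numbers of listed interactions and pairs of at least 5, the shares were 3.01% ± 0.0999 and 1.76%, a difference of −1.25 points with every mESC 1FA library above both mESC ActD4 libraries. With pairs of at least 20 they were 0.156% ± 0.0228 and 0.654% ± 0.00375, so that the direction turned (0.499 points, exact p = 0.2). Neither version equalises sequencing depth or applies the authors' own threshold.

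**Figure D3:**
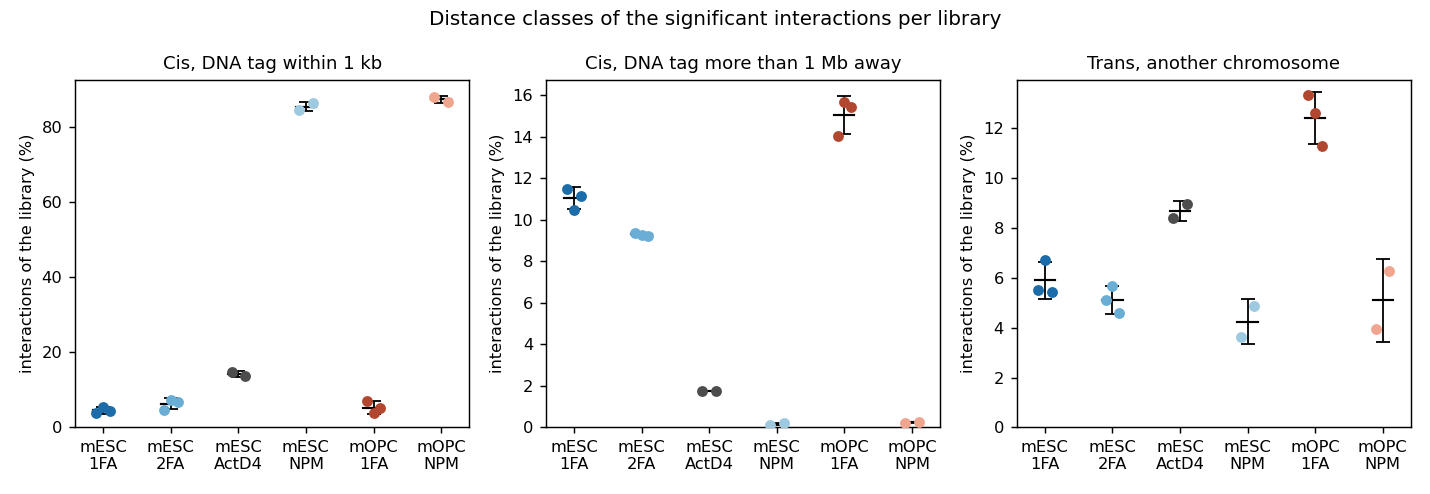
Share of significant interactions, in percent, that were in cis within 1 kb, in cis beyond 1 Mb or in trans, for each of the 6 groups; points are libraries, lines means and error bars SD. Interactions within 1 kb made up 85.3% in mESC NPM and 87.2% in mOPC NPM against 4.54% and 5.27% in the 1FA groups.

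Transcript classes were compared between the cell types in both conditions. Long noncoding RNA made up 4.06% ± 0.605 of interactions in mESC 1FA, 17.03% ± 1.02 in mOPC 1FA, 4.08% ± 0.192 in mESC NPM and 12.2% ± 1.77 in mOPC NPM. The difference over both conditions was 10.6 points (exact two-sided p = 0.0167, the smallest the design allows). Without Malat1 the shares were 2.26% ± 0.0293, 5.61% ± 0.165, 2.64% ± 0.00467 and 6.88% ± 0.0394, and the difference was 3.797 points (exact p = 0.0167). The alternative that moved the difference most, without contacts of an RNA with its own gene, gave 40.2 points (exact p = 0.0167). In all, 11 comparisons of trans, distance and long noncoding RNA shares were made. After Benjamini-Hochberg adjustment over these 11, the 3 that reach over both cell types or both conditions had an adjusted exact p of 0.0733, mESC 1FA against mESC 2FA had 0.3 and the other 7 had 0.22, so that none passed 0.05 after adjustment.

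Capture per transcript was compared with limma, on CPM scaled by TMM. Between mESC 1FA and mOPC 1FA, 7814 of 10007 transcripts tested were called at an adjusted p under 0.05, of which 3555 were higher and 4259 lower in mOPC. The alternative that moved this most was the absence of a low-count filter, with 11805 calls. With scaling by the total number of interactions alone there were 8056 calls, 2614 higher and 5442 lower. The share of higher calls thus fell from 45.5% to 32.4%, and the median log2 fold change of all transcripts from −0.19 to −0.70. The groups did not overlap for 8286 transcripts, where chance gives 10%. Among the calls, 1205 had a group listed at 0 throughout (297 in mESC 1FA, 908 in mOPC 1FA). The other 6609 had a median absolute log2 fold change of 1.504. Here and below, the largest changes are those by the rule for naming (called, a mean of at least 100 interactions per library compared, groups apart), and larger ones occurred at lower counts in the treated groups. The largest rises were in transcripts listed at 0 in mESC 1FA. These were Lhfpl3 (ENSMUSG00000106379.1, chromosome 5, 22746059 to 23275597; 13027 ± 152 interactions in mOPC), which lies in a part of chromosome 5 treated in the closing section, Cntn1 (chromosome 15, 92051165 to 92341967; 9684 ± 288) and Pde4b (chromosome 4, 102087543 to 102607259; 4197 ± 71.5). The largest falls were in transcripts listed at 0 in mOPC 1FA. These were Gm22973 (ENSMUSG00000065232.1, a small nuclear RNA gene of 191 nt on chromosome 12, 59040335 to 59040525; 99400 ± 22095 interactions in mESC), whose family holds similar copies, Rbpms (7259 ± 984), which lies on chromosome 8 where most transcripts were lower in mOPC, and Gli2 (chromosome 1, 118834132 to 119053619; 5154 ± 524). Each of these 6 differed in all 6 libraries (n = 3 per group).

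Of the fixed list of 13 transcripts, 13 were called between the cell types, 7 higher and 6 lower in mOPC, and 13 adjusted over the list alone. Because the study chose the list on these libraries, the latter is not independent evidence. The log2 fold change was 3.28 for Malat1 (SE 0.438, limma adjusted p = 0.000112), 4.41 for Neat1 (SE 0.194), 5.83 for Rn7sk (SE 0.382), 1.55 for Pvt1 (SE 0.188), −3.51 for Jarid2 (SE 0.136), −2.38 for Fgfr2 (SE 0.144) and −1.76 for Wwox (SE 0.148). Of the RNA tags assigned to Fgfr2 in mESC 1FA, 81.9% lay within another gene, Ctbp2, and 1.27% within the span RefSeq gives Fgfr2. The value for Fgfr2 is thus that of the gene as annotated, which is treated in the closing section. No sign among the 13 changed under scaling by total, where 11 were called.

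Marker genes check the identity of the lines. Of 30 mESC markers 22 were tested and 21 called, 18 lower and 3 higher in mOPC. Of 38 mOPC markers 24 were tested and 24 called, 23 higher and 1 lower. Adjusted over the list alone the counts were 21 and 24. Under scaling by total 21 mESC markers were called, 19 lower and 2 higher, and Stat3 changed sign (log2 fold change 0.39 by TMM, −0.13 by total). DNA tags within 2 kb of marker promoters gave a log2 difference between the lists (mESC minus mOPC markers) of 1.27 ± 0.0849 in mESC 1FA, −2.17 ± 0.157 in mOPC 1FA, 1.72 ± 0.210 in mESC NPM and −2.78 ± 0.373 in mOPC NPM. The cell types differed by −3.97 over both conditions (exact two-sided p = 0.0167, the smallest). Without contacts of each gene's own RNA the difference was −1.82 (exact p = 0.0167).

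Between mESC 1FA and mESC 2FA, 3 of 9837 transcripts were called, and 1142 had an unadjusted p under 0.05. The groups did not overlap for 1767. Chance gives 10% only if the libraries are exchangeable, which their pairing by replicate number breaks, so no conclusion is drawn from this count. Malat1 was lower in 2FA (log2 fold change −1.28, SE 0.185, limma adjusted p = 0.033), with 48483 ± 16441 interactions in mESC 1FA and 17071 ± 2551 in mESC 2FA (n = 3 each). The other called transcripts, Sema6d and Astn2, fell outside the rule for naming and were chosen after their values were seen. They were listed at 0 in 1FA, and their means in 2FA were 13.3 and 15.3 interactions. Only 1 of the fixed list was called, and 2 adjusted over the list alone (Malat1 and Neat1). Replicate numbers pair these libraries, and with the pairing as a block 511 transcripts were called, 196 higher and 315 lower in 2FA. Single libraries decided the count without the block. It was 20 without mESC 2FA replicate 1, 0 without mESC 2FA replicate 2 or 3, 10 without mESC 1FA replicate 2 and 1 without mESC 1FA replicate 1.

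Between mESC 1FA and mESC ActD4, 6726 of 10235 transcripts were called, 2522 higher and 4204 lower in ActD4, and 1895 of the latter were listed at 0 in ActD4. Under scaling by total 6731 were called, 3063 higher and 3668 lower. The largest rises were Snord118 (log2 fold change 3.82, SE 0.193, limma adjusted p = 4.71e-14; a small nucleolar RNA, chromosome 11, 69073427 to 69073561), Rnu3a (3.00, SE 0.159, adjusted p = 1.07e-13; chromosome 10, 40258467 to 40258679) and mt-Rnr1 (2.83, SE 0.381, adjusted p = 8.36e-07; the mitochondrial 12S ribosomal RNA gene). Snord118 went from 1487 to 22121 CPM. Rn7sk, of the fixed list, rose more (4.41, SE 0.275, adjusted p = 2.35e-12) but fell outside the rule, with means of 43 and 127 interactions. The largest falls were listed at 0 in ActD4 (n = 2) and had 829 ± 193 (Fhit), 558 ± 121 (Tbc1d5) and 449 ± 71.1 (Eda) interactions in mESC 1FA (n = 3). Of the fixed list 12 were called, 4 higher and 8 lower, and 12 adjusted over the list alone. Pairs below the authors' threshold are not listed, so that a listed 0 in ActD4 is not an absence.

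Between mESC 1FA and mESC NPM, 6305 of 11410 transcripts were called, 3066 higher and 3239 lower in NPM. Direction depended on scaling, since 7186 were called by total, 5919 higher and 1267 lower, with a median log2 fold change of 0.75 in place of 0.07. The 6 transcripts named below and the fixed list kept their sign. The largest rises were Hspa5 (log2 fold change 5.19, SE 0.512, limma adjusted p = 2.69e-05; chromosome 2, 34771970 to 34777547), mt-Rnr1 (4.32, SE 0.607, adjusted p = 0.000135) and Hsp90b1 (4.23, SE 0.279, adjusted p = 5.55e-06; chromosome 10, 86690209 to 86705509). The largest falls were Gm22973 (−7.97, SE 0.468, adjusted p = 5.5e-06), Snord118 (−3.26, SE 0.623, adjusted p = 0.000997) and Unkl (−2.37, SE 0.183, adjusted p = 1.15e-05). Gm22973 went from 99400 ± 22095 interactions (n = 3) to 143 ± 110 (n = 2). Of the fixed list 11 were called, 3 higher and 8 lower, and 12 adjusted over the list alone.

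Between mOPC 1FA and mOPC NPM, 6780 of 11586 transcripts were called, 3922 higher and 2858 lower in NPM, and 1076 were listed at 0 in 1FA. The count was 3905 without mOPC NPM replicate 1. In that fit the lone NPM library is assumed to vary like the other group. By total 8194 were called, 7422 higher and 772 lower, with a median log2 fold change of 1.13 in place of 0.32. The largest rises were Gm27694 (log2 fold change 4.09, SE 0.499, limma adjusted p = 9.97e-05), Hspa5 (3.23, SE 0.216, adjusted p = 9.83e-07) and Egr1 (2.66, SE 0.290, adjusted p = 4.56e-05). The falls were Snord118, with 599 ± 125 interactions in 1FA (n = 3) and listed at 0 in NPM (n = 2), Gm43313 (−2.64, SE 0.201, adjusted p = 2.89e-06) and Ppp1cb (−2.42, SE 0.217, adjusted p = 1.08e-05). The signs of these 6 did not change by total, while Rmrp of the fixed list, called in neither scaling, went from −0.17 to 0.65. Gm27694 (chromosome 19, 5799000 to 5799085, minus strand) lies within Malat1, and Gm43313 (chromosome 5, 32467195 to 32469429, plus strand) within Ppp1cb on the same strand, so the assignment of their tags is uncertain. Of the 11 transcripts of the fixed list tested, 8 were called, 1 higher and 7 lower, and 9 adjusted over the list alone.

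The difference in NPM effect between the cell types was tested in 1 fit of the 4 groups concerned. It was called for 4721 of 13593 transcripts, with the effect in mOPC above that in mESC for 2844 and below it for 1877. Of these calls, 2911 had at least 1 group listed at 0 throughout and 1810 were listed in all 4 groups. By total 4837 were called, 3564 above and 1273 below, and 4117 of the calls were kept with 0 of opposite sign. From contacts beyond 10 kb and in trans alone 4654 were called, of which 1744 were shared with the calls above and 433 of the same transcripts had the opposite sign. The 6 transcripts named by the rule each had a group listed at 0 and are given with their interactions in the closing section.

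Neat1 and Fgfr2 were examined because the study singled them out as differing between the lines. For Neat1 (ENSMUSG00000092274.2, chromosome 19, 5824708 to 5845478, minus strand), libraries held 876 to 13162 interactions. Its trans share was 1.69% ± 0.513 in mESC 1FA and 65.4% ± 3.19 in mOPC 1FA, a difference of 63.7 points (exact two-sided p = 0.1, the smallest). Under a stricter threshold it was 54.2 points. Of its RNA tags, 25.04% ± 5.84 in mESC 1FA and 50.7% ± 4.57 in mOPC 1FA lay beyond 4 kb of the 5' end, past the short isoform, a difference of 25.7 points (exact p = 0.1, the smallest). Fgfr2 (ENSMUSG00000030849.18, chromosome 7, 130162451 to 133123350, minus strand) contacted 31.4% ± 0.117 of the 5818 bins of its chromosome in mESC 1FA and 4.29% ± 0.0198 in mOPC 1FA, a difference of −27.1 points (exact p = 0.1, the smallest). Thinned to the smallest library it was −13.0 points. Only 1.27% ± 0.371 of the RNA tags assigned to Fgfr2 in mESC 1FA lay within the span RefSeq gives the gene. Counted on those alone, the shares were 2.92% ± 0.797 and 0.0688% ± 0.0620. The 3 comparisons of Neat1 and Fgfr2 had an adjusted p of 0.1 each (Benjamini-Hochberg over exact tests).

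**Figure D4:**
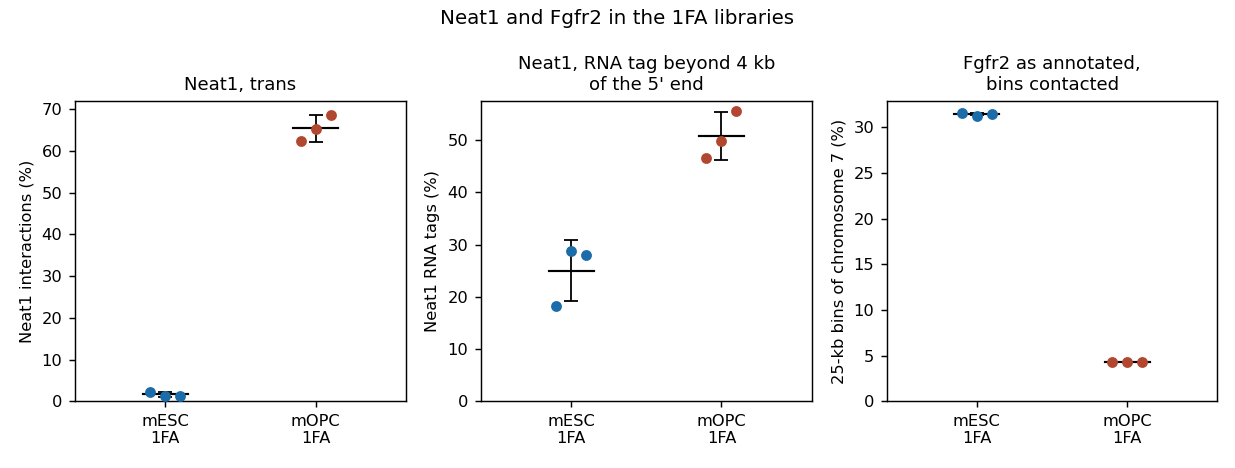
Values in percent for mESC 1FA and mOPC 1FA (points, libraries; lines, means; error bars, SD) of the trans share of Neat1, its RNA tags beyond 4 kb of the 5' end, and the bins of chromosome 7 contacted by Fgfr2. The libraries of the cell types do not overlap in any of the 3 measures, with means of 1.69% and 65.4% for the first.

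Targets were compared between the cell types in the 1FA libraries. Of trans pairs listed in either cell type, 3631 were listed in both, or 12.4% of the union, 22.4% of the 16177 pairs of mESC and 21.8% of the 16665 pairs of mOPC. The share was 12.4% ± 0.0254 between single libraries of different cell types and 99.2% between libraries of mESC 1FA, which share 1 list of pairs. Malat1 held 3384 of the shared pairs, and without it the share was 1.77%. The shared pairs came from 204 transcripts, of which 185 shared only the bin of the ribosomal RNA gene on chromosome 17. Over 2138 transcripts with at least 100 interactions in every library, the Jaccard distance between binding profiles averaged 0.644 between and 0.557 within cell types. It was larger between cell types for 99.9% of transcripts (exact one-sided p = 0.1 over 10 splits, the smallest). Transcripts are not independent replicates. Within bins of pairs listed in both cell types the share was 64.6% of 2038 transcripts, and mESC 1FA against mESC 2FA gave 99.1% of 3526 transcripts.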

Values the study reported

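For the total condition in embryonic stem cells, the study reported 288,065 interacting loci backed by 8,420,123 interactions from 14,001 transcripts. It gave 1.4% for interactions between 1 and 10 Mb after actinomycin D, against 9.1% without the drug, and 0.5% against 1.8% beyond 10 Mb. In the non-protein-mediated condition it placed more than 85% of interactions within 1 kb, compared with 4.5% in the total condition. Of trans pairs, 3414 (12.2%) were common to both cell types and came from 14 transcripts. For Fgfr2 it gave a coverage of more than 30% of its chromosome.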

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

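The tests of listing at 0 were chosen only after the result was seen. The effect of protein removal on capture, NPM against 1FA, differed between the cell types for 4721 of 13593 transcripts by a test of the difference itself (limma, adjusted p under 0.05). Unequal listing is a candidate source, since each condition was thresholded on its own and a transcript can be listed at 0 in 1 of 4 groups without being absent there. Of the calls, 2911 or 61.7% had such a group. The other 1810 were listed in all 4 groups, out of 9147 such transcripts tested. They argue against a group listed at 0 as the whole cause. The threshold acts on each pair of a transcript and a bin, so bins can be listed unequally for these transcripts too. Pairs listed were 289234 in mESC 1FA, 30734 in mESC NPM, 220985 in mOPC 1FA and 44900 in mOPC NPM. Unequal listing of pairs therefore stays open as a source. Scaling by the total number of interactions gave 4837 calls. The higher calls in mOPC then made up 73.7% in place of 60.2%, so the balance of directions cannot be read without the scaling. Of the calls, 4117 were kept with 0 of opposite sign. The change of scaling moves all transcripts by nearly the same amount, most of which cancels in this difference. The lack of sign changes could therefore hardly have come out otherwise. Contacts near the gene dominate the NPM libraries. With contacts beyond 10 kb and in trans alone 4654 transcripts were called, but only 1744 of the first calls were among them and 433 carried the opposite sign, so the difference depends on the distance range. Across the 10 libraries left out in turn the count ran from 3317 to 4941, and with the replicate block it was 3702. In simulated data for this fit 11.2% of calls were false. A difference between the cell lines in which RNAs stay on chromatin without protein remains open and untested.

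The 6 transcripts named by the rule passed the same test, and all 6 had at least 1 group listed at 0. The choice of the largest fitted differences favours such transcripts, so this count does not bear on the source. The sizes of the fitted differences depend on the prior count and are not given. Slit3 (adjusted p = 3.55e-08) had a mean of 1412 interactions in mESC 1FA, 188 in mESC NPM, 0 listed in mOPC 1FA and 108 in mOPC NPM. Gli2 (adjusted p = 8.26e-08) had 5154, 522, 0 and 43.5 in the same order. Gm22973 (adjusted p = 6.86e-06) had 99400, 143, 0 and 0, so its difference reflects the fall in mESC alone. Snord118 (adjusted p = 0.000147) had 3852, 171, 599 and 0. Cd44 (adjusted p = 1.66e-05) had 0, 8.50, 432 and 202, and Pde4b (adjusted p = 4.52e-06) had 0, 3.50, 4197 and 1801. All p-values here are from limma, two-sided. For Slit3, Gli2, Cd44 and Pde4b the line that captured the transcript in 1FA also had the larger number in NPM, so that a difference in expression between the lines, passed through a threshold that lists small numbers in 1 condition and not in another, may give the difference and was not tested. RNA abundance was not analysed here, and a difference in protein dependence stays open.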

How the results depend on the processing

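Counting exact copies, keeping only transcripts listed in every library, equalising pooled numbers of listed interactions with a minimum per pair (5 or 20), leaving Malat1 or Malat1 and Gm22973 out of the shares, leaving out the ribosomal RNA gene bin, restricting profiles to shared bins, correlating only differently numbered libraries of mESC 1FA and mESC 2FA, and the RefSeq span of Fgfr2 were chosen only after the results were seen. Thresholds here are on p before adjustment over the family of shares. Over 24 results and 379 alternatives, 330 kept their direction and their side of the threshold or stayed within the spread, or within 1.5 times for counts. Of the others, 15 kept the direction but lost the threshold, 16 moved further and 18 reversed, and 0 gained the threshold. Libraries thinned to the smallest, exact copies counted, limma voom, scaling by total and removal of the ribosomal RNA gene bin changed no result in this sense. edgeR and DESeq2 were not run, although counts were made from the lines of the files, so whether their calls differ is not known.

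Of the 18 reversals, 15 concerned the fall in trans share from 1FA to NPM (−1.65 points in mESC, −7.31 in mOPC, −4.48 over both). With each pair counted once per library it became a rise of 2.69, 2.93 and 2.81 points, without the 10 most captured transcripts of 3.56, 1.00 and 2.28, and without contacts with the RNA's own gene of 79.7, 69.2 and 74.4. Without Malat1 it became a rise of 1.14 in mOPC (exact p = 0.2) and 0.479 over both (exact p = 0.34), and −0.181 in mESC (exact p = 1). Without Malat1 and Gm22973 it became a rise of 3.53 in mESC (exact p = 0.2), 1.14 in mOPC (exact p = 0.2) and 2.33 over both (exact p = 0.02). At equal pooled numbers with pairs of at least 20 it became a rise of 1.69 in mESC (exact p = 0.2). The rise without contacts with the own gene follows from how it is built, since it removes the 95.2% and 94.2% of NPM interactions that lie in the own gene. For the others the cause was not tested. The fall over both cell types also lost its p under 0.05 at the stricter threshold (−3.83, exact p = 0.06), with only transcripts listed in every library (−3.12, exact p = 0.2) and at equal pooled numbers with pairs of at least 5 (−5.97, exact p = 0.06) or 20 (−0.159, exact p = 0.82), and the cause was not tested. Leaving out single libraries gave −5.07 to −3.90 points, and without 1 of the NPM libraries the exact p was 0.05, the smallest the remaining arrangements allow.

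The other 3 reversals were 2 without Malat1, with −3.31 points between mESC 1FA and mOPC 1FA in place of 6.52 and 0.228 between mESC 1FA and mESC 2FA in place of −0.768, and the cis share beyond 1 Mb in ActD4, which was 0.499 points at equal pooled numbers with pairs of at least 20 in place of −9.28. Malat1 held 93.1% of trans interactions in mOPC 1FA. Without Malat1 and Gm22973 these 2 were 0.426 and −0.0958 points, in the first direction. Leaving out single libraries gave −1.05 to −0.349 points between mESC 1FA and mESC 2FA, and −2.28 to −1.02 between mESC 1FA and mESC NPM. Why the ActD4 value turned was not tested.

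The share within 1 kb over both cell types ran from 80.9 to 81.8 points with single libraries left out. Its exact p was also 0.05 without 1 of the NPM libraries, so the loss of the threshold follows from the number of libraries.

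For counts of transcripts, no low-count filter gave 11805 calls between mESC 1FA and mOPC 1FA and 2092 between mESC 1FA and mESC 2FA, with more transcripts tested. Between mESC 1FA and mESC 2FA, where the count was 3, pairs counted once gave 4194, the stricter threshold 6, and contacts beyond 10 kb and in trans 21. Without mESC 2FA replicate 1 the count was 20, without mESC 2FA replicate 2 or 3 it was 0, without mESC 1FA replicate 2 it was 10 and without mESC 1FA replicate 1 it was 1, a range of 0 to 20. A count this small moves with each setting, and the cause was not tested. Contacts beyond 10 kb and in trans gave 2787 calls for mESC NPM and 2333 for mOPC NPM, in place of 6305 and 6780. This alternative leaves out the near contacts that make up most of the NPM libraries. For mOPC NPM the leave-one-out counts ran from 3905, without mOPC NPM replicate 1, to 6772. The lone NPM library left there is assumed to vary like the other group. The remaining leave-one-out ranges were 7592 to 8244 (cell types), 4941 to 6861 (ActD4), 4935 to 6318 (mESC NPM) and 3317 to 4941 (difference in NPM effect). Shared trans pairs were 16.9% in 100-kb bins, where neighbouring targets merge, and 1.77% without Malat1, which held 93.2% of them.

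Scaling by total moved the balance of directions without moving the counts by more than 1.5 times. Higher against lower calls changed from 3555 and 4259 to 2614 and 5442 between the cell types, and from 3066 and 3239 to 5919 and 1267 for mESC NPM. They changed from 3922 and 2858 to 7422 and 772 for mOPC NPM, where 1105 calls changed sign (606 for mESC NPM, 212 between the cell types), and from 2844 and 1877 to 3564 and 1273 for the difference in NPM effect. For the difference in NPM effect 0 calls changed sign, and the transcripts named by the rule changed sign in none of the other 3. The balance of higher and lower calls is therefore relative to the scaling, and so is the sign of those calls that changed it. For ActD4 the change was from 2522 and 4204 to 3063 and 3668.

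With replicate numbers as a block, mESC 1FA against mESC 2FA, the comparison whose libraries the numbers pair, gave 511 calls in place of 3 (196 higher, 315 lower). In the other comparisons the numbers pair no libraries. Correlations of deviations were 0.0395, 0.0586 and 0.0953 between the cell types, −0.0411 and 0.00758 for ActD4, 0.0172 and −0.0388 for mESC NPM, and −0.0828 and 0.347 for mOPC NPM. The block there reversed no direction and moved no count by more than 1.5 times. It gave 7794, 4872, 4940, 6589 and 3702 calls for the cell types, ActD4, mESC NPM, mOPC NPM and the difference in NPM effect. It raised the exact p above 0.05 for the share within 1 kb over both cell types (81.2 points, exact p = 0.125), the trans share over both (−4.88, exact p = 0.125) and the long noncoding RNA share (11.04, exact p = 0.0625), because paired libraries leave fewer arrangements. Single shares under the block were 6.52, −0.768, 2.55, −1.88 and −7.87 points for the 5 trans comparisons in the order of the report. The block was not applied to the replicate correlation over the 15 libraries, the shared pairs, the promoter signal and the binding profiles.

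The fewest interactions were listed in mESC ActD4 (670583 pooled) and mESC NPM (1043604), against 7942307 in mESC 1FA. These numbers are not sequencing depth, whose effect was not tested. At equal pooled numbers with pairs of at least 5 the cis share beyond 1 Mb in ActD4 differed by −1.25 points in place of −9.28, the trans share in mESC NPM by −0.894 in place of −1.65 (exact p = 0.6), and the trans share in ActD4 by 5.30 in place of 2.78.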

Other observations

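The tests of the pooled number of interactions, of pairs of at least 20, Gm22973 in the trans share, the exact copies, the ribosomal RNA gene bin, chromosomes 5 and 8, the span of Fgfr2 and the family of Gm22973 were chosen only after the results were seen.

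Other splits of the libraries were compared with the real one. Of the 10 splits of the mESC 1FA and mOPC 1FA libraries, 1, the real one, gave as many as 7814 calls, and the next largest count was 0. Of the 10 splits of the mESC 1FA and mESC 2FA libraries, again only 1, the real one, gave as many as 3 calls. Among the 4 of these splits that part all 3 pairs of same-numbered libraries, the other 3 gave 0. With 10 splits the share cannot fall under 0.05, so chance cannot be excluded in either case by this count.

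Most trans interactions in mOPC 1FA were of Malat1, but Malat1 alone cannot be told apart from a wider difference as the source of the higher trans share. Without Malat1 the share in mOPC 1FA was 0.965%, under every mESC 1FA library. Without Gm22973 as well, which is listed at 0 in mOPC, every mOPC library was above every mESC library by these shares (difference 0.426 points), and whether that 0 is an absence is not known. The other mESC groups, whose pooled numbers are also smaller, do not settle whether the smaller pooled number of interactions in mOPC raised the share. Against mESC 1FA the trans share differed by −0.768 points in mESC 2FA, but by 0.228 points without Malat1. It differed by −1.65 points in mESC NPM and by 2.78 points in mESC ActD4, which also differ in treatment. A pair threshold at unequal pooled numbers is argued against by differences of 6.49 points with pairs of at least 5 and 9.27 points with pairs of at least 20, at equal pooled numbers of listed interactions and with the libraries apart. Sequencing depth itself was not equalised. Malat1 contacted 22 chromosomes in each mESC 1FA library, the full set counted, and 21 in each mOPC 1FA library. More chromosomes could therefore not have been seen in mOPC, and no conclusion is drawn from this count. It contacted 5666 ± 7.55 bins in mESC 1FA and 13734 ± 1.53 in mOPC 1FA. Of its own interactions, 92.4% ± 0.317 and 95.6% ± 0.386 were in trans. Whether mOPC holds more Malat1 RNA or spreads it over more sites was not tested, and either stays open as a difference between the lines. The difference of 5.66 points in NPM effect on the trans share between the lines turned to −1.32 without Malat1, but also fell to 2.73 (exact p = 0.467) without the ribosomal RNA gene bin and was 10.1 (exact p = 0.0833) at equal pooled numbers with pairs of at least 5, so its source stays open. The higher share of long noncoding RNA in mOPC did not rest on Malat1 alone, since 3.797 points remained without it and every mOPC library stayed above every mESC library of its condition.

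For actinomycin D, the pair threshold cannot be told apart from an effect of the treatment on cis contacts beyond 1 Mb. At equal pooled numbers of listed interactions the difference was −1.25 points with pairs of at least 5 and 0.499 with pairs of at least 20, each with the libraries of the groups apart. Sequencing depth and pairs that were not listed were not used here. For the binding profiles, separate calling of significance in each condition cannot be told apart from a difference between the cell types. The pair mESC 1FA and mESC 2FA, of 1 cell type, gave 99.1% of transcripts against 99.9% between the cell types, and both are near the most the measure can give. Within bins listed in both cell types the share fell to 64.6%, where the next largest split gave 50.5%, and in data simulated for that restricted measure 48.7% of unchanged transcripts had a larger distance.

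In mESC NPM, 79.7% ± 14.1 of trans tags (69.7% and 89.6% in the 2 libraries) lay in a single 25-kb bin of chromosome 17 (39825001 to 39850000), which holds a ribosomal RNA gene annotation (CT010467.1) and Gm26917, Gm42418 and AY036118. The share was 6.41% ± 1.33 in mESC 1FA, 9.17% ± 0.431 in mESC ActD4, 1.53% ± 0.569 in mOPC 1FA and 5.84% ± 0.747 in mOPC NPM. A few transcripts with many contacts are argued against, since 465 of the 2068 transcripts were needed to reach 50% of the tags. A candidate explanation is DNA present in many copies but listed as 1 bin, which would collect a like share of the interactions of every RNA. Of 55 transcripts with at least 1000 pooled interactions, 53 contacted the bin, with a median of 5.34% of their interactions (quartiles 4.79% and 5.61%). In mOPC NPM 275 of 324 did, with a median of 0.819%. The number of copies alone is argued against as the reason for the larger share in mESC NPM than in mESC 1FA, which is the same line. There 694 of 1807 contacted the bin, with a median of 0.340% (quartiles 0.236% and 0.507%). The number of copies was not measured here, and why mESC NPM exceeds mESC 1FA and mOPC NPM stays open. The bin did not give the difference in trans share between mESC 1FA and mESC NPM, which was −4.71 points without it.

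Exact copies of an interaction made up 5.81% of mESC NPM replicate 1 and 1.13% of replicate 2. Coincidence of nearby tags, which would confine copies to contacts within 1 kb, is argued against by 7.62% copies among its trans interactions (0.296% in replicate 2), beside 6.03% within 1 kb. This library has a second sequencing run, and copies left between runs may be the source, which could not be tested because the files do not separate the runs. No biological explanation was tested. Counting the copies changed no result.

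Transcripts of chromosome 8 were captured less in mOPC 1FA. Over 565 transcripts the median log2 fold change was −1.40, against −0.19 for all transcripts tested. A few transcripts as the cause are argued against, since 0 of 10000 random sets of the same size had a median as low (lowest −0.52). A candidate explanation is fewer copies of the chromosome in mOPC than in mESC. In each of its 26 windows of 5 Mb the median lay below that of all transcripts, and over the 20 windows with at least 8 transcripts (100% below) it ran from −2.29 to −0.70. Contacts of Malat1, an RNA of another chromosome, with DNA of chromosome 8 made up 13.6% ± 0.513 of its trans tags in mESC 1FA and 2.38% ± 0.0600 in mOPC 1FA. The shift was −1.24 in NPM and 0.015 between mESC 1FA and mESC 2FA. Across 18 autosomes (without chromosome 19, which holds Malat1) the median log2 fold change of transcripts and the change in Malat1 contacts correlated at Pearson's r = 0.943 and Spearman's rho = 0.915 (permutation p = 1e-05 for each, the smallest that 100000 resamples can give), and at r = 0.913 without chromosomes 8 and 10. Chromosomes are not independent replicates, and this was the only relation across chromosomes computed. The tables do not separate a gain in mESC from a loss in mOPC, no DNA input was analysed here, and regulation along the whole chromosome stays open.

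Trans contacts in mOPC gathered on the first 45 Mb of chromosome 5, which make up 1.65% of the genome. In mOPC NPM the region held 50.0% ± 0.118 of the trans tags of Malat1 and 30.1% ± 1.85 of those of protein-coding transcripts. In mOPC 1FA these were 8.50% ± 0.149 and 28.2% ± 2.99, and in mESC 1FA 0.883% ± 0.0687 and 0 listed. A single transcript or condition as the source is argued against by the 30.1% of protein-coding transcripts in the other condition. The 63 protein-coding transcripts that contacted the region in mOPC 1FA came from 18 chromosomes, which argues against 1 joined chromosome. Transcripts of the region were captured more in mOPC 1FA (median log2 fold change 2.16 over 206 transcripts, −0.30 over 513 on the rest of the chromosome). Extra copies of the region in the mOPC line are a candidate explanation that was not tested on DNA, and a difference in regulation stays open.

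RNA of other genes assigned to Fgfr2 is a candidate explanation for its contacts along chromosome 7 in mESC. The annotation used by the authors spans 2961 kb for the gene and RefSeq 104 kb. Of RNA tags assigned to Fgfr2 in mESC 1FA, 1.27% ± 0.371 lay within the RefSeq span and 81.9% ± 0.407 within Ctbp2 (132986998 to 133124009 in RefSeq), while 243 interactions were assigned to Ctbp2 itself. In mOPC 1FA the shares were 0.181% ± 0.148 and 31.6% ± 1.09. A test on tags inside Fgfr2 could have come out near all, as it did for most of the 1771 abundant transcripts compared, of which 7 had most tags outside their RefSeq span. A long transcript of Fgfr2 that runs through Ctbp2 stays open.

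Gm22973 gave 3.75% of interactions in mESC 1FA and was listed at 0 in mOPC 1FA. It shares at least 20% of its 20-mers with 15 other annotated genes (at most 48.8%), and the 15 had 0 listed interactions in mOPC 1FA and in each other group, so their listing may say nothing of tags moved between copies. Tags that match several copies were removed by the authors. Neither tags counted under another copy in mOPC nor their removal there can be excluded, and each cannot be told apart from a difference between the lines.

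Shared trans pairs here came from 204 transcripts, of which 185 shared only the ribosomal RNA gene bin and 19 shared bins elsewhere, with 201 and 3430 of the 3631 shared pairs in the bin and elsewhere. Both numbers of transcripts are higher than the value quoted from the study above.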
